A study of Mus musculus with 6 samples. Its data were reported in "CBP Is Required for Establishing Adaptive Gene Programs in the Adult Mouse Brain" (2022).

How the data were processed

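Total RNA from the hippocampus of adult mice was sequenced in 6 samples, 3 from control animals (Control) and 3 from animals in which CBP, the histone acetyltransferase encoded by Crebbp, was removed from forebrain excitatory neurons by a tamoxifen-inducible Cre recombinase under the Camk2a promoter (CBP-ifKO). Groups and replicate numbers were taken from the sample titles. Per the labels, the libraries were single-end with a read length of 50 bp. The authors trimmed adapters, aligned the reads with STAR to the mouse genome build GRCm38, dropped reads of low mapping quality and counted the remaining reads over the exons of Ensembl genes with Rsubread. The values they deposited are raw counts per gene, with no normalization. Whether the counting used the strand of the reads was not stated, so genes whose exons overlap another gene are named as such below. Sex and pooling of animals were described only in the study's methods, as pooled hippocampi of females.

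The deposited count table held 55471 genes. Of their identifiers, 55230 (99.57%) matched a GENCODE annotation of the same build, GRCm38, which supplied symbols, coordinates, gene length and the GC content of the longest transcript. Every measured column matched the title of 1 sample. Total counts per library ran from 10199008 to 14950257. The common dispersion corresponded to a coefficient of variation between replicates of 6.81%, and for genes at a few CPM (counts scaled to a common library size) the counting error is larger than this, so that their fold changes are less precise.

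Differential expression was tested with edgeR (version 4.0.16, R 4.3.3), using the quasi-likelihood F-test on the counts as deposited, TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15, and Benjamini-Hochberg adjustment over the genes tested. An adjusted p under 0.05 was taken as the threshold, with no fold cut-off. The standard error given for a log2 fold change is its size divided by the square root of F. The study used the Wald test of DESeq2, which was therefore run beside it (version 1.42.0), with adjusted p-values of NA left as such. Levels are TMM-scaled CPM, as mean ± SD over 3 libraries. Gene lists were tested with camera of limma (version 3.58.1) at a preset correlation of 0.01, with fry and an estimated correlation beside it, and Benjamini-Hochberg adjustment over 6 lists from the study and, separately, over 11 lists of region and cell-type markers. The lists were written before the data were examined, as were the comparisons, the alternatives and the rule for the genes named. The rule named Crebbp, Ep300, Esr1, Arsi and Camk2a, the members of the plasticity and immediate early lists, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups. Genes outside the rule that are named below were chosen after their values were seen.

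The fit was tested on simulated counts in which 200 genes were changed by 1 on the log2 scale, up and down in equal numbers. Of these, edgeR called 84%, and 7.18% of its 181 calls were genes that had not been changed, which is above the nominal share. For DESeq2, 77.5% were called and 2.52% of 159 calls were unchanged genes. The genes called in the real data had a smaller median absolute log2 fold change (0.43), to which these shares do not carry over. A simulated GC trend without any changed gene gave 567 calls, which fell to 3 once per-library trends on GC content and gene length had been removed (natural splines, 5 degrees of freedom). The simulated trend was 0.2 on the log2 scale per 10 points of GC, the same in each CBP-ifKO library. The slope in the real data was smaller (-0.11) and varied between libraries of a genotype, so the 567 calls do not estimate its effect.

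The alternatives were DESeq2, limma-voom, robust dispersions, RLE, upper-quartile and total-count scaling, no filter on low counts, a minimum of 10 counts in every library, each library left out in turn, the replicate number as a block, removal of GC and length trends, the latter with the block, a test against a log2 fold change of 0.2 and an adjusted p under 0.01. Enrichment of gene ontology terms was not analysed here.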

Results

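The data comprised 6 libraries of hippocampal RNA, 3 from Control mice and 3 from CBP-ifKO mice, all aged 3 to 6 months and treated with tamoxifen. Total counts were 10740176, 11797217 and 10450119 in Control replicates 1 to 3 and 10199008, 14950257 and 12042337 in CBP-ifKO replicates 1 to 3. The 10 most abundant genes took between 10.8% and 12.4% of the counts of a library, and mitochondrial genes between 6.95% and 8.73%. After the filter on low counts, 17981 genes were tested. Log2 CPM values correlated between 0.988 and 0.992 (Pearson's r, across genes, which are not independent replicates) within a genotype and between 0.986 and 0.988 across genotypes. The first principal component, which held 33.7% of the variance, separated the genotypes. Replicates of a genotype differed by more than sampling noise, with a chi-square per degree of freedom of at least 2.48, so that no library was a copy of another. Counts of 4 Y-linked genes did not exceed 1 in any library.

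The first comparison asked whether Crebbp, the targeted gene, was reduced. Crebbp (ENSMUSG00000022521, GRCm38 chromosome 16, 4081328 to 4213997, protein coding) reached 208.6, 156.4 and 208.5 CPM in Control replicates 1 to 3 and 108.6, 87.1 and 99.4 CPM in CBP-ifKO replicates 1 to 3. The mean fell from 191.2 ± 30.1 CPM to 98.4 ± 10.8 CPM (SD, n = 3), which is 51.5% of the Control level. The log2 fold change was -0.96 (SE 0.10, edgeR adjusted p 3.63e-05), and every CBP-ifKO library was below every Control library. Counts over whole genes do not separate the floxed exons from the rest of the transcript, or neurons from other cells. Ep300, which encodes the paralogue p300 (chromosome 15, 81585351 to 81652077), did not change detectably, with 100.9 ± 17.5 CPM in Control and 114.1 ± 7.80 CPM in CBP-ifKO (log2 fold change 0.18, SE 0.098, edgeR adjusted p 0.321). It shares 0.378% of its exon bases with Gm23880 on the same strand.

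Esr1 and Arsi report on the driver, because the inducible recombinase contains part of the estrogen receptor and Arsi lies beside Camk2a on the transgene. Esr1 (chromosome 10, 4611593 to 5005614) rose from 6.07 ± 0.36 to 66.7 ± 2.91 CPM (SD, n = 3), a log2 fold change of 3.45 (SE 0.097, edgeR adjusted p 7.90e-13). Arsi (chromosome 18, 60911780 to 60918561) rose from 0.77 ± 0.26 to 5.32 ± 0.90 CPM (log2 fold change 2.76, SE 0.28, edgeR adjusted p 2.82e-05). Camk2a was at 1939 ± 215 CPM in Control and 2066 ± 130 CPM in CBP-ifKO (SD, n = 3) and was not past the threshold (edgeR adjusted p 0.516), where counts over the whole gene do not separate transgene from endogenous reads.

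**Figure D1:**
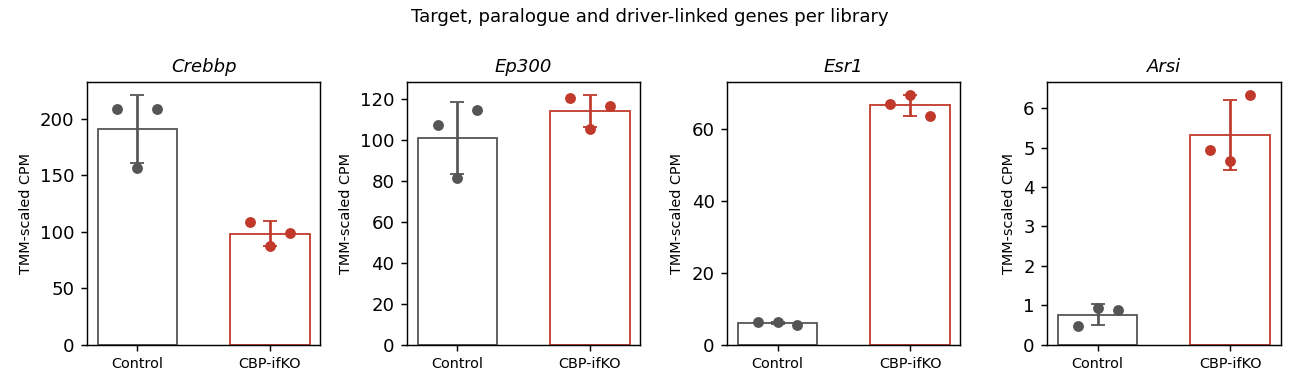
TMM-scaled CPM of Crebbp, Ep300, Esr1 and Arsi in each library (points), with the mean (bars) and SD (error bars) of 3 libraries per genotype. The 3 CBP-ifKO libraries lie below all Control libraries for Crebbp and above them for Esr1 and Arsi, whereas the genotypes overlap for Ep300.

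Across the transcriptome, 1149 genes passed the threshold (edgeR, adjusted p under 0.05), of which 252 were higher and 897 lower in CBP-ifKO. At an unadjusted p under 0.05 there were 3816 genes. The changes were moderate: the median absolute log2 fold change of the genes called was 0.43, and 16 genes were higher and 63 lower by at least 2-fold. The genotypes did not overlap in 1133 of the genes called (98.6%), against 25.6% of all genes tested and 10% by chance. The DESeq2 Wald test called 905 genes, 183 higher and 722 lower, and 869 genes were called by both tools, with the same direction in each. The alternative that moved the number of calls most was a test against a log2 fold change of 0.2, which left 294 genes. The number also depended on single libraries, falling to 546 without Control replicate 3, 498 without CBP-ifKO replicate 2 and 526 without CBP-ifKO replicate 3. The share of lower calls was 78.1%, but 56.5% when libraries were scaled by their totals only (514 higher, 667 lower), against 75.4% with RLE and 72.5% with upper-quartile factors.

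**Figure D2:**
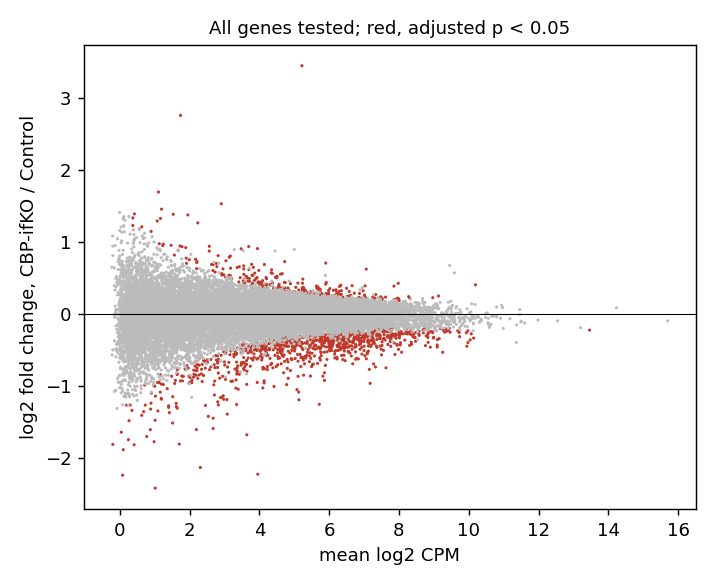
Log2 fold change (CBP-ifKO over Control) against mean log2 CPM for the 17981 genes tested, 1 point per gene, with genes at an edgeR adjusted p under 0.05 in red. Lower genes (897) outnumber higher genes (252) among the red points.

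Of the 5 largest increases that met the naming rule, 2 were Esr1 and Arsi. The others were 2610507I01Rik (chromosome 11, 59199836 to 59202385, processed transcript; log2 fold change 1.70, SE 0.33, edgeR adjusted p 0.00468), Frem3 (chromosome 8, 80611080 to 80695356; 1.53, SE 0.19, adjusted p 1.32e-04) and Zfp54 (chromosome 17, 21423227 to 21435640; 1.46, SE 0.36, adjusted p 0.0210). Zfp54 shares 7.42% of its exon bases with Gm49691 on the other strand, and its call was lost under limma-voom (adjusted p 0.0524) and without Control replicate 3, CBP-ifKO replicate 2 or CBP-ifKO replicate 3. The 5 largest decreases were Gm42864 (chromosome 5, 112649367 to 112652112, lincRNA), C1ql2 (below), Otof (chromosome 5, 30367062 to 30461932), Tnfrsf8 (chromosome 4, 145267137 to 145315164) and Serpinb8 (chromosome 1, 107590006 to 107610484). Gm42864 fell by 2.42 on the log2 scale (SE 0.33, edgeR adjusted p 3.35e-04), and Otof, from 8.09 ± 0.16 to 1.87 ± 0.50 CPM (SD, n = 3), fell by 2.13 (SE 0.20, edgeR adjusted p 1.48e-05). Tnfrsf8 (-1.81) and Serpinb8 (-1.81) had edgeR adjusted p of 0.0107 and 0.00122, and Tnfrsf8 lost its call without CBP-ifKO replicate 3 (0.0693).

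The next comparison concerned 13 plasticity genes, a set put together before the data were examined from genes the study names and from members of gene families it names (calmodulin kinases, serotonin and somatostatin receptors) on its list of genes lower in CBP-ifKO. That list holds 12 of the 13 and was chosen partly on these samples, so that their changes are not independent evidence. The other, Frmpd3, was named only as a late response gene. All 13 had lower levels in CBP-ifKO, and 12 passed the edgeR threshold over all genes (13 adjusted over the list alone). C1ql2 (chromosome 1, 120340582 to 120343174) changed most, from 25.8 ± 6.17 to 5.54 ± 1.76 CPM (SD, n = 3; log2 fold change -2.22, SE 0.19, edgeR adjusted p 7.27e-06). The neuropeptide genes Pdyn and Penk had log2 fold changes of -1.42 and -1.26, Nptx2 of -1.19 and Bdnf of -0.66 (edgeR adjusted p 1.06e-04, 1.48e-04, 0.00152 and 2.51e-04). Bdnf, Penk and Camk4 share 14.4%, 14.3% and 2.21% of their exon bases with a gene on the other strand. The calmodulin kinase genes Camk1g, Camk4, Camkk1 and Camkk2 and the receptor genes Htr1a, Sstr1 and Sstr3 had log2 fold changes between -0.95 and -0.51. Frmpd3 was not past the threshold (-0.33, edgeR adjusted p 0.0928), but was called with no filter on low counts (0.0319), without Control replicate 2 (0.0266) and without CBP-ifKO replicate 1 (0.0335). The first of these calls carries little weight, because that fit gave far smaller adjusted p-values at similar fold changes (C1ql2, edgeR adjusted p 1.22e-56). The median log2 fold change of the list was -0.75 and held under fry (adjusted p 4.88e-04 over 6 lists) and under camera with an estimated correlation (0.00313).

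**Figure D3:**
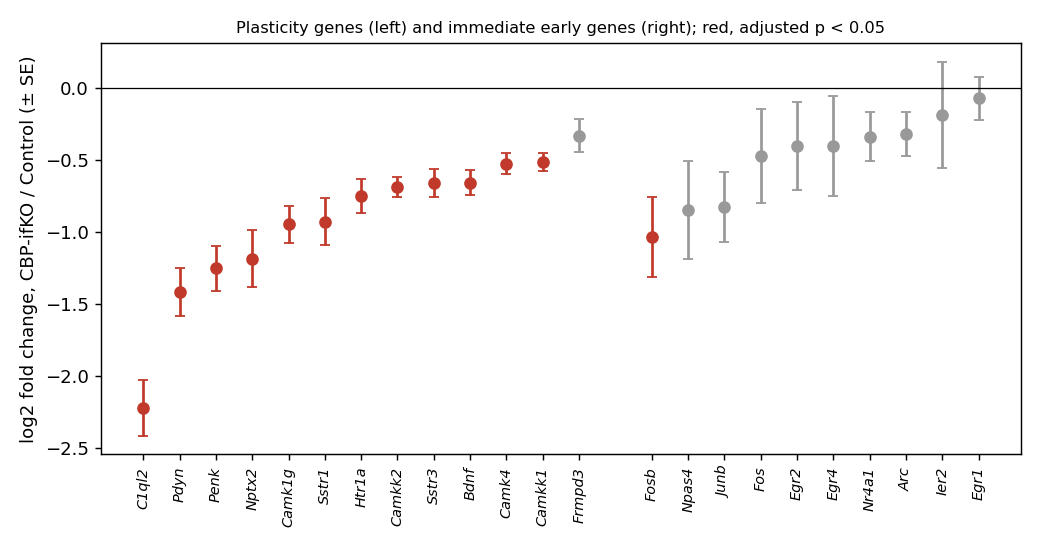
Log2 fold change (CBP-ifKO over Control, points) with its SE (bars) for 13 plasticity genes and 10 immediate early genes, in red at an edgeR adjusted p under 0.05. 12 plasticity genes and 1 immediate early gene, Fosb, are red.

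Immediate early genes were compared at baseline. Of 10 genes, 1 passed the threshold over all genes and 2 when adjusted over the list alone. Fosb had a log2 fold change of -1.03 (SE 0.28, edgeR adjusted p 0.0349), and Junb, which shares 7.52% of its exon bases with Prdx2 on the other strand, one of -0.83 (adjusted p 0.0514). Fos (-0.47), Arc (-0.32), Npas4 (-0.85) and the others were not past the threshold. With no filter on low counts, 5 of the 10 were called, namely Fosb, Junb, Arc, Npas4 and Nr4a1. That fit kept similar fold changes but gave many genes far smaller edgeR adjusted p-values. Junb went from 0.0514 to 2.67e-07 and Crebbp from 3.63e-05 to 8.06e-40, so its extra calls carry little weight. Without Control replicate 1, 3 were called (Fosb, Junb and Npas4). DESeq2 called 0 of the 10, with an adjusted p of 0.287 for Junb. It gave none for Fosb, Egr2, Egr4 and Ier2, which therefore could not be called. With robust dispersions Fosb stayed called (adjusted p 0.0268), whereas Junb had an adjusted p of 0.321. The median of the list, -0.40, was past the threshold by camera (adjusted p 0.00829) but not by fry (0.209) or with an estimated correlation (0.286). Control replicate 2 decided this value: without it the median was -0.07 (camera adjusted p 0.297), and Fos, Egr4 and Ier2 turned to higher (0.23, 0.19 and 0.13). The Fosb call was lost without Control replicate 2 or 3, or CBP-ifKO replicate 1 or 2.

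Genes regulated by kindling (repeated, initially subconvulsive doses of the convulsant pentylenetetrazol) were taken from a different experiment of the study in control mice and divided by direction of change. The kindled mice had been given a further dose shortly before their hippocampi were taken, and were compared with mice given saline. The lists therefore do not separate the response to that dose from lasting changes. The induced list held 166 genes, among them all 10 immediate early genes and 3 of the 3-screen lower genes. Its size is below the number of induced genes in the text of the study, which equals the size of the induced and reduced lists together. Of the kindling-induced genes tested, 97 were lower and 65 higher in CBP-ifKO at baseline, with a median log2 fold change of -0.05, and 17 were called over all genes and 20 adjusted over the list alone. Its camera adjusted p of 0.0466 was not matched by fry (0.0805) or an estimated correlation (0.286), and was lost under 4 of the settings that kept all libraries and without Control replicate 2, CBP-ifKO replicate 2 or CBP-ifKO replicate 3. The unadjusted p of the full list was 0.0466 by camera and 0.0536 by fry. Without the immediate early genes the camera p was 0.102 and the fry p 0.0329. Without the 3-screen lower genes the camera p was 0.105 and the fry p 0.0641 (all unadjusted). The median was -0.028 without the immediate early genes and -0.043 without the 3-screen lower genes, against -0.047 for the full list. The tests moved in opposite directions without the immediate early genes. They need not move together, since camera sets a list against the other genes and fry asks for change within the list. Whether the shift rests on the immediate early genes was not decided. With GC and length trends removed, the median was -0.07 (camera adjusted p 0.00254, fry adjusted p 0.0996). The 53 kindling-reduced genes had a median of -0.19, with 45 lower, 18 called over all genes and 25 adjusted over the list alone. The list was past the threshold by camera (adjusted p 7.20e-13) but not by fry (0.103) or with an estimated correlation (0.263), and its median moved to -0.02 once GC and length trends were removed, with 11 genes called lower and 1 higher (camera adjusted p 0.00124).

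The study lists 192 genes as lower and 19 as higher in each of 3 screens. Since these libraries are part of that selection, the overlap is not independent evidence. All 192 were lower and past the edgeR threshold here (median log2 fold change -0.49), and all 19 were higher and past it (0.56). DESeq2 called 189 of the 192 and 19 of the 19.

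Marker lists were used to look at region and cell-type composition. Of 11 lists, 3 were past the camera threshold, all toward lower levels: CA1 (7 genes tested, median -0.27, adjusted p 5.13e-15), CA3 (8 genes, -0.32, 1.46e-04) and dentate granule cells (10 genes, -0.16, 8.30e-05). Of these, all 3 held under fry and CA1 alone (0.0362) with an estimated correlation. The study's list of lower genes holds 3 of the CA1, 1 of the CA3 and 2 of the dentate markers. The astrocyte (-0.08), microglia (-0.07), oligodendrocyte (-0.07), endothelial (-0.13), interneuron (-0.09), choroid plexus (-0.39), thalamus (-0.18) and striatum (-0.19) lists were not past the camera threshold, whereas fry called astrocyte and striatum markers (adjusted p 0.0332 for each).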

Values the study reported

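The study reported more than 200 genes deregulated in the hippocampus of CBP-ifKO mice over its 3 independent RNA-seq screens, of which 192 were downregulated and 19 upregulated.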

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

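The alternatives were listed before the data were examined. Crebbp and Esr1 kept their direction and stayed past the threshold in each fit run for single genes, and so did Arsi where it had a value, with log2 fold changes from -1.08 to -0.87, from 3.41 to 3.50 and from 2.51 to 2.96. The plasticity genes kept a median between -0.81 and -0.69 and stayed past the camera threshold in each of these fits, as did the 3-screen lists and the kindling-reduced genes. The CA1, CA3 and dentate lists were called in each of them, joined by the interneuron list under DESeq2, the oligodendrocyte list without Control replicate 1 and the endothelial list without CBP-ifKO replicate 1. Low counts left 10 of the genes named without an adjusted p in DESeq2 and removed 7 at a minimum of 10 counts in every library, Arsi in both cases. The test against a log2 fold change of 0.2 and the stricter adjusted p were run for the number of genes called only.

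The number of genes called was 294 against a log2 fold change of 0.2 and 476 at an adjusted p under 0.01, both stricter by construction. It ranged from 498 to 1326 across the 6 fits that each left out one replicate, with 76 to 342 higher and 416 to 984 lower; these fits also have fewer samples. Without CBP-ifKO replicate 2, 483 of the 1149 genes were among the calls. No gene of the 1149 changed sign in any of those 6 fits. For the 1133 genes whose genotypes did not overlap this was all but fixed in advance. Leaving out a library cannot reverse the order of groups that lie apart. With GC and length offsets 1 of the 1149 changed sign, and with the replicate block and those offsets 1 did. The higher calls rose to 514 with library totals only. TMM factors lay between 0.968 and 0.995 in Control and between 1.012 and 1.021 in CBP-ifKO, so leaving them out shifted fold changes upward. With no filter on low counts the higher calls rose to 413, for which the cause was not tested. Scaling by library totals moved the median log2 fold change of all genes from -0.003 to 0.043 and the lower share from 78.1% to 56.5%, with 919 shared calls.

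Same-numbered samples did not deviate together (correlations 0.077, 0.037 and 0.0022), so the numbers only name the libraries. With the replicate block, 1210 genes were called, 1091 of them shared, and Frmpd3 (adjusted p 0.0367) and Junb (0.0441) passed the threshold. With the replicate block together with GC and length offsets, 1862 were called (543 higher) and Ep300 reached a log2 fold change of 0.22 (adjusted p 0.0184), Camk2a one of 0.15 (0.0480) and Junb one of -0.57 (0.0257); over its other alternatives, Ep300 lay between 0.05 and 0.28 and was not called. In that fit Egr1 (0.023), Egr4 (0.035) and Ier2 (0.0067) turned to higher, as they did with the offsets alone (0.040, 0.0028 and 0.016), none of them past the threshold.

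The kindling-induced genes were no longer past the camera threshold under limma-voom (median -0.045), robust dispersions (-0.047), library totals only (-0.0011) and a minimum of 10 counts in every library (-0.037); the cause was not tested. They stayed past it under the other settings with all libraries, with the smallest adjusted p with the replicate block and GC and length offsets (0.0019) and with the offsets alone (0.0025). The call was lost without Control replicate 2 (adjusted p 0.297), CBP-ifKO replicate 2 (0.111) and CBP-ifKO replicate 3 (0.067). Across the 6 fits without one replicate their median ran from -0.061 to -0.033. The median of the immediate early genes ran from -0.55 to -0.074 across those fits, and the list was not past the threshold without Control replicate 2 or CBP-ifKO replicate 2. Fos (from -0.74 to 0.23 across the 6 fits), Egr4 (from -0.67 to 0.19) and Ier2 (from -0.50 to 0.13) reversed without Control replicate 2, and Egr1 (from -0.28 to 0.14) without CBP-ifKO replicate 2. With no filter on low counts, Arc, Npas4, Junb and Nr4a1 passed the threshold in addition to Fosb. These calls carry little weight, since that fit gave many genes far smaller adjusted p-values at similar fold changes.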

Other observations

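The tests on dentate markers, the driver, library scaling and Sst were chosen after the values they use had been seen; so was the count of kindling-reduced genes also called after correction. The other tests below were set down before their result was seen, although the patterns they address had been noticed in the same data. For the median of the kindling-reduced genes and for the X chromosome, the rule for reading the result was made more cautious after the value was seen.

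The number of genes called here was 1149. That is higher than the number quoted from the study above, which required a gene to be found in several screens. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold, the real one. Each of the other 9 gave 0 calls, with up to 1216 genes at an unadjusted p under 0.05. With 10 splits the share is never under 0.1, so chance cannot be told apart by this count alone.

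GC-rich genes tended to be lower in CBP-ifKO. Across 15343 genes, which are not independent replicates, Spearman's rho between log2 fold change and GC content was -0.32, and the tenth of genes with the highest GC content had a median of -0.19. If this were a property of the libraries, genes marking cells without the driver would share it. In 40 markers of astrocytes, microglia, oligodendrocytes and endothelial cells the slope was -0.086 per 10 points of GC (95% bootstrap interval -0.14 to -0.026), against -0.11 in all genes. The slopes of single libraries ran from 0.14 in Control replicate 2 to -0.12 in CBP-ifKO replicate 2, and 6 of the 10 splits, the real one included, gave a rho as large. This is consistent with a library effect and not with the deletion as the sole source.

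The excess of lower calls was not removed with that trend. With GC and length offsets 75.7% of 1138 calls were lower, which argues against GC content or length as the whole cause, although 311 of the 1149 genes were no longer called. Lower calls outnumbered higher calls under each of the 4 scalings, with a share of 78.1% with TMM, 75.4% with RLE, 72.5% with upper-quartile factors and 56.5% with library totals only, the single one without a correction for composition. The size of the excess cannot be told apart from the choice between these, because no spiked-in standard was analysed here. A loss of activation without CBP remains open and was not tested.

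The fall of the plasticity genes was not explained by GC content, since 12 of the 13 were called lower with GC and length offsets. Fewer dentate granule cells would lower the dentate markers together. Of 9 markers outside the list, 1 was called higher (Lct, log2 fold change 0.71), 3 lower (Trpc6, Tdo2 and Plk5) and 5 were not called, with a median of -0.14, which argues against a loss of these cells as the whole cause. Lower expression in neurons without CBP may account for it, as a hypothesis that these counts cannot test, and other changes in cell composition were not excluded. The study has other evidence on this. It reported less CBP and RNA polymerase II at its downregulated genes, without a fall of the polymerase at random neuronal genes. It also detected no apparent loss of neurons in aged CBP-ifKO mice.

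The kindling-reduced genes were lower at baseline, but their median went from -0.19 to -0.016 with GC and length offsets, with 28 lower and 25 higher. Of the 18 genes called lower, 10 were also called lower with the offsets, which argues against GC content as the cause for these genes. In that fit 11 genes of the list were called lower and 1 higher, and the list was past the threshold by camera (adjusted p 0.00124) but not by fry (adjusted p 0.110). For the median of the list, GC content and a change in part of its genes cannot be told apart, since the members then went both ways.

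Among 20 chromosomes scanned, the X chromosome held more higher calls than others, 18 of 540 genes (3.33%, against 1.34% elsewhere; Fisher's exact test, two-sided, p 6.36e-04, adjusted p 0.0127 over the scan). With GC and length offsets, the X chromosome held 14 higher calls (odds ratio 1.74, p 0.0503). GC content may account for part of the excess, and the rest cannot be told apart from chance at this number of genes. Xist was higher (log2 fold change 0.41, edgeR adjusted p 0.0122).

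A description in the labels names the driver for the Control samples, whereas the protocol describes controls without it. The lowest CBP-ifKO library exceeded the highest Control library 4.94-fold for Arsi and 10.1-fold for Esr1, which argues against the driver being present in the Control libraries at a similar dose.

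Sst, a marker of interneurons, was lower (76.3 ± 9.42 CPM in Control, 53.8 ± 2.83 CPM in CBP-ifKO, log2 fold change -0.51, edgeR adjusted p 0.00154). Of the 9 other interneuron markers, 1 was called lower (Slc32a1), 3 had higher and 6 lower fold changes, and their median was -0.08. Of these 9, 8 fell less than Sst by over 2 standard errors of the difference (Gad1 -0.06, Gad2 -0.08), which argues against a smaller share of interneurons as the whole cause. The interneuron list, Sst included, was past the camera threshold under DESeq2 and not under the other settings, so a small fall in that share is not excluded. With GC and length offsets Sst stayed lower (-0.43, edgeR adjusted p 0.0014). Fewer interneurons of the kind that expresses Sst, and a change in Sst itself, were not tested and stay open. Xist and Sst were chosen after their values were seen.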
